A study of Homo sapiens with 2 samples. Its data were reported in "Effect of genomic and cellular environments on gene expression noise" (2024).

How the data were processed

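Single-cell RNA-seq was done by the authors with the Chromium Single Cell 3' v3.1 chemistry on K562 cells (a human erythroleukaemia line) grown in IMDM with 10% fetal bovine serum. The cells were a pool of clones that carry reporter genes integrated by a transposon. The pool was grown as 2 flasks, each giving 1 library, and both libraries belong to 1 group. The values were UMI counts per gene and barcode as deposited by the authors, who per their processing notes used Cell Ranger 6.0.1 and the hg38 genome, with valid cell barcodes identified by Cell Ranger. The version of its gene set is not given in the sources used here. For its reporter data, the study also removed cells with few integrated reporters and few UMIs, a filter that needs reporter barcodes and was not applied here, and no further filter of the transcriptome data is stated. Every deposited barcode held at least 500 UMIs. Reporter barcodes and clone labels of the cells were not used here.

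Cells with at least 500 genes and a mitochondrial share of UMIs of at most 20% were kept. In library 1, 485 barcodes had fewer genes and 153 a higher share, and in library 2 these were 262 and 165. Of 11882 barcodes, 11011 were kept. The median mitochondrial share of kept cells was 7.88% in library 1 and 8.15% in library 2. Each kept cell was thinned without replacement to 2100 UMIs (the 20th percentile over both libraries, rounded down to a multiple of 100), and 2020 shallower cells were left out, so 8991 cells were analysed. The UMIs of each thinned cell were split at random into a clustering part and a measuring part of 1050 each. Counts of the clustering part were scaled, log-transformed and reduced to 2000 variable genes and 30 principal components. Leiden clusters were formed at resolution 1.0 on 15 nearest neighbours with seed 1. A cluster was called CD24-high or CD24-low if its mean CD24 in the clustering part lay above or below the mean of all cells in both libraries. All 8 clusters met this rule, and 0 were left unassigned. Clusters were given numbers and no cell type names.

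Doublets were not removed from the reported results. Scrublet called 0 of 5701 and 0 of 5310 cells, so the caller was taken not to have worked on a single cell line and an alternative left out the 5% of cells with the most UMIs (285 and 266 cells).

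Counts of the measuring part were summed over cells for each substate and library, since cells are not replicates. The 4 sums were tested with the quasi-likelihood test of edgeR 4.0.16 after TMM scaling and its filter on low counts, with the library as a block and Benjamini-Hochberg adjustment at 0.05, two-sided. The pairing comes from the design, since both substates of a library come from the same flask of cells. CPM values were computed from these sums. The 28 gene lists were CD24-state markers, a differentiated-state surface marker, globins, heme synthesis, erythroid, megakaryocyte, myeloid, stem and progenitor, lymphoid, fibroblast and epithelial, S phase, G2/M phase, replication histones, cytosolic ribosomal proteins, mitochondrial genome, nuclear oxidative phosphorylation, glycolysis, cholesterol synthesis, integrated stress response, endoplasmic reticulum chaperones, heat shock, immediate early, interferon, iron handling, ribosome biogenesis, cytoskeleton and adhesion, nuclear retained RNAs and integration host genes. The 26 lists with at least 3 tested members were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated one.

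Phases were called with the scoring of Scanpy 1.11.5 on the measuring part at equal depth, with G1 where both scores were below 0. Total UMIs per cell were taken before thinning. Mean-independent noise (MIN) was the residual of a straight line of log2 variance on log2 mean over all thinned cells, zeros included, fitted per library over genes with a mean of at least 0.05 UMI per cell in both libraries. List medians of MIN were placed among 10000 random lists matched on the mean in 20 bins. For the substates, MIN was computed on the measuring part and tested with limma with the library as a block. For the phases, phases were called on the clustering part and variance was measured on the other. Named genes were the 12 highest and 12 lowest log2 fold changes among genes past the threshold with the same sign in both libraries and at least 20 CPM (without CD24, clone-identifier names and mitochondrial genes), CD24, CD44 and GATA1 in every case, the 12 highest and 12 lowest MIN values, up to 6 genes per direction past the threshold for noise between substates, the 5 highest and 5 lowest ratios between libraries at 20 CPM or more, up to 10 genes seen in few cells, and up to 4 members per list by p-value. XIST was also left out of the genes named by fold change and of those listed for cells high in PRG2 or MT2A. Of 59 named genes, 58 had coordinates in GENCODE 44. Its genome build is the one named in the authors' notes.

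The tests between substates and the phase calls were tried on simulated data with known answers. The clustering, the division by CD24, the placing among random lists and the tests of explanations were not. For expression between substates, edgeR on 10186 genes recovered 8.70% of genes changed 1.2-fold, 31.2% changed 1.5-fold, 61.2% changed 2-fold and 74.5% changed 3-fold, with 0 false calls among 84. DESeq2 1.42.0 on 7026 genes recovered 0%, 12.1%, 37.1% and 70.0% at these folds. Without any change, 4.66% of genes had p below 0.05 in edgeR and 0% in DESeq2. For noise between substates, limma on 2638 genes recovered 82% of genes with 0.25 added to the log2 variance and 98% with 0.50, with 8 false among 198 calls. These cells were simulated with the same mean in every group, a variance little above the mean and no added spread between libraries. The recovery of noise therefore does not carry over to the real cells. Camera found the raised list and called 0 of 50 random lists. Phase calling returned 71.6% of simulated G1, 67.2% of S and 97.8% of G2/M cells.

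The groups, tests, lists, rules for named genes and most alternatives were fixed before the data were examined. Leaving out XIST was not part of those rules. The alternatives were no thinning, no split of UMIs, Leiden resolutions of 0.5 and 2.0, clustering without cell cycle, histone and mitochondrial genes, cells with and without a CD24 UMI in place of clusters, all barcodes, a mitochondrial share of at most 10%, removal of the cells with the most UMIs, 3 other seeds, no TMM, no filter on low counts, no block, DESeq2, other minimum means, a lowess trend, cells with a UMI of the gene only, and each library left out. A wider gap in CD24 between clusters and cells matched on the phase called from the clustering part were added after the data were seen, as were the phases of each cluster and the ratios of each CD24-high cluster to CD24-low cells, which were not tested. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, statsmodels 0.14.6, matplotlib 3.10.9 and R 4.3.3.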

Results

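K562 cells, a human erythroleukaemia line that can make fetal and embryonic globins, were studied as a pool of clones, each carrying integrated copies of a reporter gene driven by a viral promoter. The transcriptomes of single cells were measured in 2 droplet libraries, called library 1 and library 2 here, and both belong to the same group. They were grown as separate flasks of the same pool, so p-values measure only the spread between these libraries, which may be technical. The files held counts of unique molecular identifiers (UMIs) in 6242 barcodes of library 1 and 5640 barcodes of library 2. The totals were 24487860 and 27093598 UMIs, and a barcode held between 500 and 20872 UMIs in library 1 and between 500 and 21789 in library 2. The median barcode held 3472.5 UMIs from 1502 genes in library 1 and 4031.5 UMIs from 1676.5 genes in library 2. After filtering, 5701 and 5310 cells were kept. Of these, 1164 and 856 had fewer than 2100 UMIs, and 4537 and 4454 cells were thinned to that number so that all cells had equal depth.

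The first comparison asked how the pool divided into a substate with high CD24 and the rest, a division the study used to relate reporter expression to the state of the cell. CD24 is a small surface glycoprotein that marks stem-like cells in several tumours. Among 8 clusters, CD24 lay above the mean of all cells in both libraries in cluster 1, led by CD3D, IGFBP4, EPHB6 and TCN1, and in cluster 5, led by the myeloid genes TYROBP, AIF1 and LST1. The other 6 clusters had low CD24. They were led by HBZ and the replication gene MCM4 (cluster 2), by the erythroid genes GYPA, GYPB and ALAS2 (cluster 3), by HBE1 and CDT1 (cluster 4), by the mitotic genes CDC20, NEK2 and CDCA8 (cluster 6), by MINCR and SNHG4 (cluster 7) and by the metallothioneins MT1X, MT1E and MT2A (cluster 8). CD24-high cells made up 34.3% of library 1 (1554 of 4537 cells, interval 32.9% to 35.7%) and 31.7% of library 2 (1411 of 4454 cells, interval 30.3% to 33.1%). All intervals of shares are exact 95% binomial (Clopper-Pearson) intervals and cover counting error only. The mean share was 33.0% ± 1.82 (SD, n = 2), but other settings of the clustering moved it between 13.1% and 50.9%, so the size of the substate was not fixed by these data.

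The central comparison asked which genes differed between CD24-high and CD24-low cells. Clusters were formed on one part of each cell's UMIs and genes were measured on the other, but genes that separate the clusters also define them, so the direction of the genes that lead a cluster is set by the clustering. LST1, a leukocyte transcript of the major histocompatibility region, had the highest ratio of the genes named by size and rose in CD24-high cells by 3.06 on the log2 scale (SE 0.27), which was 8.33-fold. TYROBP, the signalling adaptor of myeloid receptors, AIF1 (2.01), a macrophage actin-binding protein, CTSS (2.01), a lysosomal protease of antigen-presenting cells, and CD84 (2.13), a leukocyte adhesion receptor, also rose. So did CD3D (2.12), a chain of the T cell receptor complex, GMFG (1.99), an actin regulator of blood cells, EPHB6 (1.93), an ephrin receptor without kinase activity, ANTXR2 (1.79), a receptor for anthrax toxin, PDLIM2 (1.78), CCDC173 (1.98) and FCGR2B (2.88). FCGR2B, an inhibitory antibody receptor, shares near-identical sequence with a neighbouring gene, and its value is uncertain. HBZ, the embryonic zeta globin, fell by 3.67 on the log2 scale (SE 0.04), which made it 12.7-fold lower: it held 3963 CPM (counts scaled to an equal library total) in CD24-low and 301.4 CPM in CD24-high cells of library 1, and 4114 and 335.0 CPM in library 2. AHSP (-3.45), the chaperone of alpha globin, CA1 (-3.30), the red cell carbonic anhydrase, HEMGN (-2.11), a nuclear protein of blood precursors, and SCIN (-2.06), an actin-severing protein, were lower as well.

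HBA2 (-3.82), HBA1 (-2.84), HBE1 (-2.90) and HBG2 (-2.19), the alpha, epsilon and gamma globins, and the metallothioneins MT1G (-2.62), MT1E (-2.60) and MT1X (-2.25), which bind zinc and copper, completed the 12 genes with the lowest ratios. HBA1 and HBA2, the gamma globins and the metallothioneins have near-identical copies, so the split of counts within each family is uncertain. The metallothioneins led cluster 8, which had low CD24, and their direction was not stable. The value rose to 1.03 for MT1G, 1.06 for MT1E and 0.41 for MT1X at a finer clustering, and fell to -3.38, -3.04 and -2.82 without thinning. CD24 itself was higher by 1.44 (SE 0.05, adjusted p = 8.90e-45, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), at 877.0 against 324.0 CPM in library 1 and 954.6 against 352.8 CPM in library 2. CD44, an adhesion receptor that was listed beforehand as a marker of the differentiated state, was also 2.30-fold higher (SE 0.27 on the log2 scale, adjusted p = 0.000488, edgeR), from low levels of 10.1 to 20.5 CPM in library 1 and 7.11 to 19.5 CPM in library 2. GATA1, the master transcription factor of red cells, did not pass the test (-0.11, SE 0.11, adjusted p = 0.612, edgeR). CD44 no longer passed with DESeq2 or when cells were divided by a CD24 UMI, which also ended the call of EPHB6, and GATA1 passed as lower in 3 settings. The study used CD24 and GATA1 as markers of the state, and CD24 defined the substates here, so their list (1 of 2 higher, and 1 adjusted over the list alone) is not independent evidence. CD44, which the study did not name, was the only member of its list and was higher both over all genes and adjusted over the list alone.

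In all, 759 genes were higher and 659 lower in CD24-high cells among 10274 tested (edgeR quasi-likelihood test on summed counts with the library as a block, adjusted p below 0.05), and 2515 genes had an unadjusted p below 0.05. All 24 genes named by size had the same sign in both libraries, as the rule for naming them required. In cluster 1 taken alone against CD24-low cells, 1166 of the 1418 called genes kept their sign in both libraries, and 1318 did in cluster 5. Of the 24 genes, only CCDC173 did not keep it, at -0.27 and -0.05 in cluster 1. GATA1 was at 0.10 and 0.21 in cluster 1 and at -0.60 and -0.26 in cluster 5. The 1418 calls became 792 without the block and 235 with DESeq2, which tested 9078 genes. The model had 1 residual degree of freedom and drew on 85.3 prior degrees of freedom shared across genes.

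**Figure D1:**
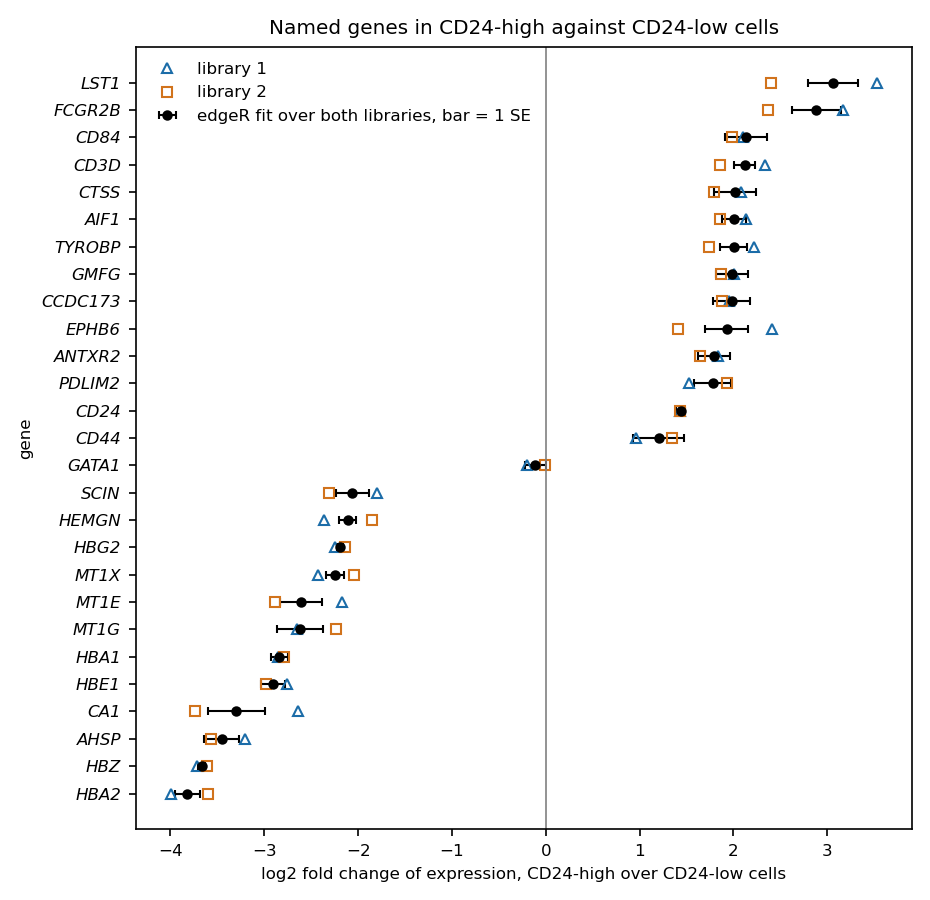
The horizontal axis gives the log2 fold change between CD24-high and CD24-low cells for the 24 genes named by size and for CD24, CD44 and GATA1, with points at the fitted value, bars of 1 standard error and small marks for each library. The 12 highest genes lie between 1.78 and 3.06, the 12 lowest between -3.82 and -2.06, and GATA1 at -0.11.

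On the genome (hg38 with the GENCODE 44 annotation, whole genes, 1-based), CD24 (ENSG00000272398) lies on chromosome 6 from 106969831 to 106975627 on the minus strand. LST1 (ENSG00000204482) spans 31586124 to 31588909 and AIF1 spans 31615217 to 31617021 on the plus strand of the same chromosome. HBZ (ENSG00000130656, 142728 to 154503), HBA2 (172876 to 173710) and HBA1 (176680 to 177522) lie side by side on the plus strand of chromosome 16. MT2A (56608584 to 56609497), MT1E (56625475 to 56627112), MT1G (56666730 to 56668065) and MT1X (56682470 to 56684196) form a cluster on chromosome 16, with MT1G on the minus strand. HBG1 spans 5248269 to 5249857 on the minus strand of chromosome 11. HBG2 (5253188 to 5505605) and HBE1 (5268345 to 5505652) have annotated spans that overlap on that strand, so counts from the shared stretch are uncertain. All of these genes code for proteins.

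Gene lists fixed beforehand were tested on the same fit. The test with an estimated correlation rested on 1 residual degree of freedom, so it could hardly pass for any list. The preset correlation was assumed and not measured. Of 9 globin genes tested, 8 fell and 0 rose, and 8 were also lower when adjusted over the list alone; HBG1, a fetal gamma globin, was at -2.06. The median globin log2 fold change was -2.84 (camera adjusted p = 1.64e-130 with the preset correlation, and adjusted p = 0.338 with an estimated correlation). Of 11 heme synthesis genes, 8 fell, among them ALAS2, the first enzyme of the erythroid pathway (-1.94), SLC25A37, the mitochondrial iron importer (-1.56), FECH, which inserts iron into the ring (-1.26), and HMBS (-0.96). Adjusted over the list alone, 8 heme genes were lower and 2 higher, with a median of -0.96 (camera adjusted p = 1.15e-16, and adjusted p = 0.338 with an estimated correlation). Of 22 erythroid genes, 17 fell and 0 rose (20 lower and 0 higher adjusted over the list alone), including the glycophorins GYPA (-1.88) and GYPB (-1.77), the sialoglycoproteins of the red cell surface. Their median was -0.82 (camera adjusted p = 2.77e-46, and adjusted p = 0.338 with an estimated correlation). Of 11 iron handling genes, 3 fell over all genes and adjusted over the list alone: FTH1 (-0.43) and FTL (-0.11), the ferritin chains that store iron, and TFRC (-0.61), the transferrin receptor. The median of that list was -0.12 (camera adjusted p = 1.72e-05, and adjusted p = 0.338 with an estimated correlation).

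Markers of other blood lineages and of other tissues moved the other way in part. Of 8 myeloid genes tested, 6 rose and 0 fell (6 adjusted over the list alone), among them TYROBP, S100A9, a calcium-binding protein of neutrophils with only 8.41 CPM and 0.327 CPM in CD24-low cells of library 1, SPI1 (1.64), the transcription factor PU.1, and CD33 (1.15), a myeloid surface lectin. S100A9 had UMIs in only 0.228% of kept cells of library 1 and 0.339% of library 2, with 50 and 247 UMIs in all. Its rise thus rests on very few cells. The myeloid median was 1.39 (camera adjusted p = 4.04e-08, and adjusted p = 0.357 with an estimated correlation). Of 4 lymphoid genes tested, CD3D and CD3G (2.18), chains of the T cell receptor complex, rose, 2 of 4 also adjusted over the list alone, while CD19 (0.89, adjusted p = 0.170, edgeR) and CD7 (-0.55, adjusted p = 0.512, edgeR) did not pass. The lymphoid median was 1.51 (camera adjusted p = 4.87e-06, and adjusted p = 0.338 with an estimated correlation). Of 7 stem and progenitor genes, MYB (0.81), RUNX1 (0.66) and BMI1 (0.31), regulators of blood progenitors, rose and 4 rose adjusted over the list alone. The stem and progenitor median was 0.31 (camera adjusted p = 0.0325, and adjusted p = 0.372 with an estimated correlation), while CD34 itself had 0 UMIs in kept cells of library 1 and 1 in library 2. Of 4 fibroblast and epithelial genes, the keratins KRT18 (0.81) and KRT8 (0.80) rose, 2 also adjusted over the list alone, and EPCAM stood at 0.08. The median was 0.51 (camera adjusted p = 2.09e-09, and adjusted p = 0.338 with an estimated correlation).

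Of 5 megakaryocyte genes tested, 1 rose and 2 fell, as also when adjusted over the list alone. TUBB1, the tubulin of platelets, fell by 1.71 and GP1BB, a platelet receptor chain, fell by 0.58, whereas PLEK, a platelet kinase substrate, rose from almost no counts, at only 2.48 CPM. The megakaryocyte median of -0.24, mean of 0.43 and downward test differed in sign, and the list did not pass (camera adjusted p = 0.0991, and adjusted p = 0.402 with an estimated correlation); its median was above 0 in 3 of 18 other settings. Of 20 cytoskeleton and adhesion genes, 16 rose and 0 fell (17 and 0 adjusted over the list alone). VIM, the intermediate filament vimentin (1.61), LGALS1, the lectin galectin-1, and the actin-binding thymosins TMSB4X (1.01) and TMSB10 (0.84) led it, and the median was 0.58 (camera adjusted p = 1.61e-52, and adjusted p = 0.338 with an estimated correlation). Of 15 immediate early genes, 5 rose (6 adjusted over the list alone), among them the transcription factors JUN (0.93) and JUNB (0.61) and the stress response genes IER3 and IER2 (0.51). The median was 0.37 (camera adjusted p = 0.00154, and adjusted p = 0.338 with an estimated correlation). Of 10 interferon genes, 4 rose and 0 fell, and adjusted over the list alone 4 rose and 1 fell. The 4 were the antiviral membrane proteins IFITM2 (1.12), IFITM3 (0.24) and BST2 (0.27), and IFI27 (0.54). The interferon median of 0.05 did not pass (camera adjusted p = 0.0964, and adjusted p = 0.402 with an estimated correlation) and was below 0 in 3 of 18 other settings.

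Most genes of the G2/M list were lower in the pooled CD24-high cells, while most S phase and histone genes did not pass. These falls came from cluster 5, where the median ratio to CD24-low cells was -1.76 and -1.96 in libraries 1 and 2 for the G2/M list and -1.36 and -1.15 for the S list. In cluster 1 it was -0.06 and 0.12 for G2/M and 0.14 and 0.23 for S. Of 53 genes of the G2/M list tested, 39 fell and 0 rose (41 lower and 1 higher adjusted over the list alone), including the mitotic kinase CDK1 (-0.68), its partner CKS1B (-0.47), the chromosomal passenger CDCA8 (-0.89) and HMGB2 (-0.41). The median was -0.47 (camera adjusted p = 9.61e-24, and adjusted p = 0.338 with an estimated correlation). Of 43 S phase genes, 12 fell and 0 rose (18 lower adjusted over the list alone), including the replication factors CDC45 (-0.61), MCM4 (-0.51), GMNN (-0.37) and ATAD2 (-0.45). Their median was -0.29 (camera adjusted p = 3.09e-05, and adjusted p = 0.338 with an estimated correlation). Of 31 replication histone genes, which share sequence with many copies and are therefore uncertain, 4 fell and 2 rose, as also when adjusted over the list alone. HIST2H2BE (-1.25), HIST1H2BJ (-0.82) and HIST1H1C (-0.31) were lower and HIST1H4H (0.80) was higher. The histone median was -0.22 (camera adjusted p = 0.0225, and adjusted p = 0.372 with an estimated correlation) and was above 0 in 1 of 18 other settings.

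Of 80 cytosolic ribosomal protein genes, 59 fell and 1 rose (65 and 1 adjusted over the list alone), by small amounts such as -0.31 for RPS12 and -0.23 for RPS2. The ribosomal median was -0.13 (camera adjusted p = 5.30e-35, and adjusted p = 0.338 with an estimated correlation), but it was above 0 in 8 of 18 other settings, so no direction can be given for this family. Of 20 ribosome biogenesis genes, only FBL, the nucleolar methyltransferase fibrillarin (-0.30), fell, as also when adjusted over the list alone, and the median was -0.12 (camera adjusted p = 0.226, and adjusted p = 0.446 with an estimated correlation), with the opposite sign in 3 of 18 other settings. Of 13 genes of the mitochondrial genome, 4 rose and 0 fell (7 higher and 2 lower adjusted over the list alone), among them the respiratory chain genes MT-ND6 (0.45), MT-CYB (0.12) and MT-ATP6 (0.11). The median was 0.05 (camera adjusted p = 0.00154, and adjusted p = 0.366 with an estimated correlation) and was below 0 in 6 of 18 other settings. The median mitochondrial share of a cell's UMIs was 8.56% in CD24-high and 8.07% in CD24-low cells of library 1, and 8.76% and 8.14% in library 2. Of 78 nuclear genes of oxidative phosphorylation, 25 fell and 2 rose (30 and 2 adjusted over the list alone), including COX7C (-0.22) and UQCRH (-0.19), subunits of the respiratory complexes. The median was -0.11 (camera adjusted p = 7.09e-07, and adjusted p = 0.338 with an estimated correlation), with the opposite sign in 3 of 18 other settings.

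Of 19 glycolysis genes, 3 rose and 3 fell (3 and 5 adjusted over the list alone). The glucose transporter SLC2A3 (1.44), PKM (0.52) and ENO1 (0.33) rose, while SLC2A1 (-0.60), the other main glucose transporter, fell. The glycolysis median (-0.07) lay below 0, the mean (0.05) and the test above it, and the list did not pass (camera adjusted p = 0.799, and adjusted p = 0.828 with an estimated correlation); the median changed sign in 8 of 18 other settings. Of 22 cholesterol synthesis genes, 6 fell and 0 rose, as also when adjusted over the list alone, including INSIG1 (-0.59), the sterol sensor, and the enzymes HMGCS1 (-0.58), MSMO1 (-0.58) and MVD (-0.63). Their median was -0.16 (camera adjusted p = 0.00153, and adjusted p = 0.338 with an estimated correlation). The cholesterol median in libraries 1 and 2 was -0.04 and 0.05 in cluster 1 and -0.37 and -0.46 in cluster 5, so the fall came from cluster 5. Of 14 endoplasmic reticulum chaperone genes, 4 fell, as also when adjusted over the list alone, including HSP90B1 (-0.40), CALR (-0.32) and HSPA5 (-0.29). The median was -0.07 (camera adjusted p = 0.00694, and adjusted p = 0.357 with an estimated correlation), with the opposite sign in 5 of 18 other settings. Of 14 heat shock genes, 4 fell and 5 fell adjusted over the list alone, led by the cytosolic chaperone HSP90AA1 (-0.29). Their median was -0.16 (camera adjusted p = 0.00223, and adjusted p = 0.338 with an estimated correlation).

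Of 17 genes of the integrated stress response, 1 rose and 2 fell, as also when adjusted over the list alone. NUPR1, a stress-induced chromatin protein, was at 1.07, while DDIT4 (-0.49), an inhibitor of growth signalling, and SLC7A11 (-0.69), the cystine importer, were lower. The median of -0.11 did not pass (camera adjusted p = 0.363, and adjusted p = 0.529 with an estimated correlation) and changed sign in 4 of 18 other settings. Of 5 nuclear retained RNAs, KCNQ1OT1 (0.23) rose and GAS5 (-0.14) fell, as also when adjusted over the list alone, with a median of -0.02 (camera adjusted p = 0.729, and adjusted p = 0.828 with an estimated correlation) that changed sign in 4 of 18 other settings. Clusters 1 and 5 also lay on opposite sides of CD24-low cells in both libraries in heat shock (0.07 and 0.08 against -0.40 and -0.41), ribosome biogenesis (0.21 and 0.23 against -0.84 and -0.68), chaperone (-0.28 and -0.09 against 0.15 and 0.16) and nuclear retained RNA medians (-0.30 and -0.30 against 0.40 and 0.47). Globin, heme, erythroid, myeloid, lymphoid and cytoskeletal medians had the same sign in both clusters. Over all lists, 19 of 26 lists passed with the preset correlation of 0.01 and 0 passed with an estimated correlation. Many lists shared the same adjusted p of 0.338 in camera with an estimated correlation. With 1 residual degree of freedom, that failure says little about any list.

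**Figure D2:**
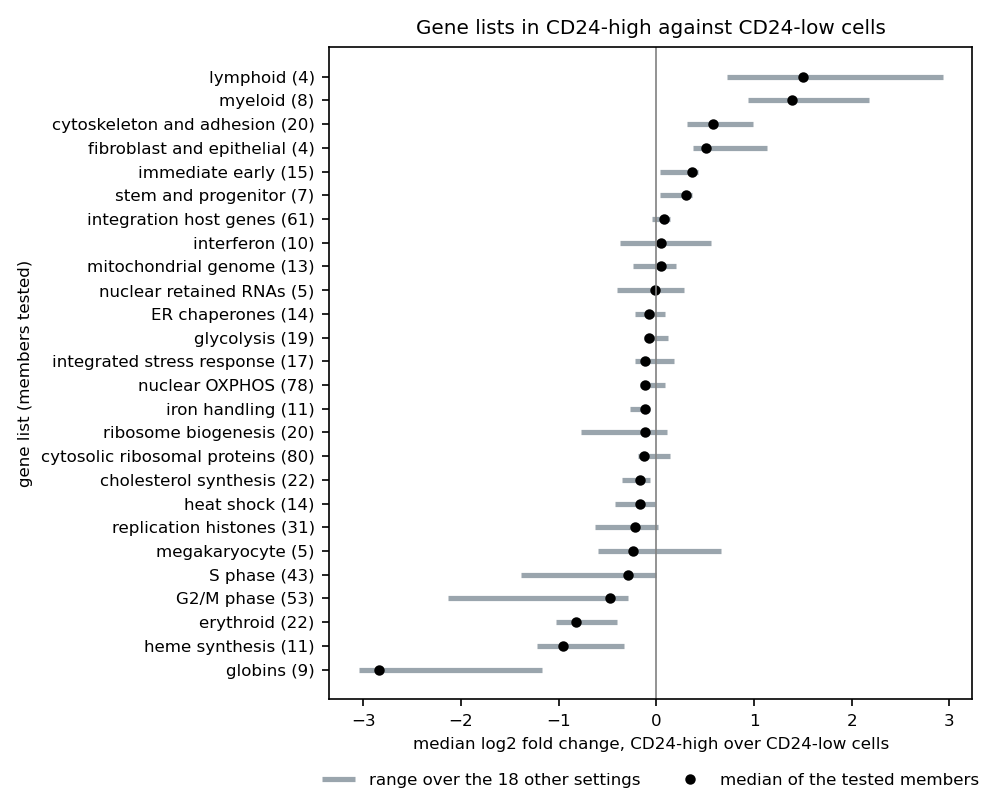
The horizontal axis gives the median log2 fold change of each gene list in CD24-high against CD24-low cells, with a point for the reported setting and a line for the range over 18 other settings. Globins (-2.84), heme synthesis (-0.96) and erythroid genes (-0.82) lie below 0 throughout, and lymphoid (1.51), myeloid (1.39) and cytoskeletal genes (0.58) lie above 0 throughout.

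The study asked whether cell cycle phase differed between the substates. With its own clusters, it reported a larger share of S phase cells in the stem-like substate than in the differentiated one. Pooled over their clusters, CD24-high cells were more often in G1, the phase before DNA replication, with 37.8% (interval 35.4% to 40.3%) against 24.7% (23.2% to 26.3%) of CD24-low cells in library 1 and 35.4% (32.9% to 37.9%) against 23.7% (22.2% to 25.2%) in library 2. They were less often in G2/M, the phases around mitosis, with 41.9% (39.4% to 44.4%) against 52.9% (51.1% to 54.7%) in library 1 and 42.0% (39.4% to 44.7%) against 53.9% (52.1% to 55.6%) in library 2. The G2/M share differed by -11.4 percentage points ± 0.608 (SD, n = 2), and other settings moved it between -37.4 and -7.45 points, so its size was not fixed. The pooled shares hid clusters that went opposite ways, a split looked at after these values were seen. Cluster 5, with 39.6% of the CD24-high cells of each library, had 73.4% and 71.9% of its cells in G1 and 17.5% and 17.4% in G2/M. Cluster 1, with the other 60.4%, had 14.5% and 11.4% in G1, less than CD24-low cells, and 57.9% and 58.2% in G2/M, more than CD24-low cells in both libraries. The pooled direction therefore did not hold for most CD24-high cells, and clusters partly follow the cell cycle by the way they are formed. The share in S phase, the time of DNA replication, was 20.3% against 22.4% in library 1 and 22.6% against 22.4% in library 2, so the libraries went opposite ways. Cluster 1 held 27.6% and 30.4% of its cells in S and cluster 5 held 9.09% and 10.7%. Other settings moved the pooled S difference between -11.9 and 4.59 points, and no direction can be given for it. The value of 4.59 was that without thinning, with G2/M shares of 31.9% against 50.4% and 34.9% against 54.8%. The differences in phase shares were not tested, and phases were called from the same kind of genes that fell as a list.

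**Figure D3:**
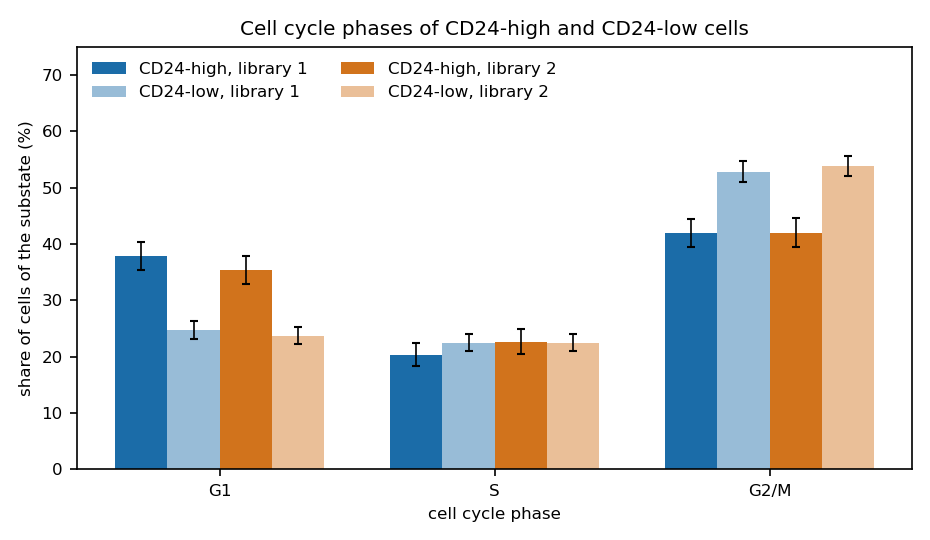
Bars show the percentage of CD24-high and CD24-low cells called in G1, S and G2/M in each library at equal depth, with exact 95% binomial intervals that cover counting error only. In library 1, G1 holds 37.8% of CD24-high and 24.7% of CD24-low cells, and G2/M holds 41.9% and 52.9%. The CD24-high bars pool clusters 1 and 5, which lie on opposite sides of the CD24-low cells.

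The total number of UMIs in a cell was compared between phases and substates. The study scaled its reporter counts by each cell's total to adjust for capture, so these totals do not bear on its reporter means. Cells in G1 held fewer UMIs than cells in S or G2/M. The medians in library 1 were 3485.5 UMIs in G1, 4922 in S and 4761.5 in G2/M, and those in library 2 were 3601, 5339.5 and 5350.5. The median in G1 was 0.703 times that in G2/M (SD 0.0417, n = 2). Between substates the libraries went opposite ways, with medians of 4413 UMIs in CD24-high and 4320 in CD24-low cells of library 1 and 4665 and 4941 in library 2. CD24-high cells were a mixture here too, with medians of 5215.5 and 5627 UMIs in cluster 1 and 3314.5 and 3439 in cluster 5. These medians are of cells with at least 2100 UMIs, so shallower cells do not enter them.

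A noise measure modelled on that of the study was then applied to endogenous genes. The study took mean and variance over the cells in which a reporter was expressed, whereas all cells entered here, zeros included. With only cells that had a UMI of the gene, which is closer to the study, the results for the mitochondrial genome, oxidative phosphorylation and globin noise between substates were reversed, as given below. In that setting the measure rose with the mean across genes (Spearman 0.884 in library 1 and 0.886 in library 2), so it was not independent of the mean. MT-CO1, MT-CO2, MT-CO3 and MT-ATP6 had a UMI in at least 99.3% of cells, so hardly any cells drop out for them. The slope of log2 variance on log2 mean rose from 1.10 to 3.35 in library 1 and to 3.31 in library 2. For these mitochondrial genes the change therefore lies in the fitted line. For the other genes, whether the reversals concern noise or the fit cannot be told. Mean-independent noise (MIN) is the residual of a straight line of log2 variance on log2 mean, so a gene with a positive value varied more between cells than that line gives at its mean. PRG2, the major basic protein of eosinophil granules, had the highest MIN of 4904 genes, at 5.35 ± 0.04 (SD, n = 2). The long nuclear RNA MALAT1 (3.94 ± 0.25) followed. The other 10 of the 12 highest were the metallothioneins MT2A (3.55 ± 0.11), MT1X (2.85 ± 0.02), MT1G (2.75 ± 0.43) and MT1E (2.67 ± 0.14), the globins HBZ (3.16 ± 0.01), HBG2 (2.31 ± 0.04) and HBG1 (1.92 ± 0.09), the mitochondrial genes MT-ATP6 (2.01 ± 0.06) and MT-CO3 (1.85 ± 0.08), and HSPA1A (1.96 ± 0.01), an inducible heat shock gene with a near-identical copy. The lowest values belonged to housekeeping genes of translation and respiration: RPS29 (-0.35), RPL27 (-0.35), COX8A (-0.33), ATP5MC2 (-0.32), COX7A2 (-0.32), ATP5F1E (-0.31), ATP5MG (-0.31) and UBA52 (-0.31). SUMO2 (-0.33), a protein modifier, TOMM20 (-0.31), a mitochondrial import receptor, HNRNPC (-0.31), an RNA-binding protein, and BRK1 (-0.30), an actin regulator, completed the 12 lowest. PRG2 (ENSG00000186652) lies on the minus strand of chromosome 11 from 57386780 to 57390650, and MALAT1, which codes for no protein, on the plus strand of that chromosome from 65497640 to 65508073.

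Across the 4904 genes, which are not independent replicates, the libraries gave a Pearson correlation of 0.995 for log2 mean and 0.958 for MIN, with a Spearman correlation of 0.848 for MIN. The slope of log2 variance on log2 mean was 1.10 in both libraries and the median Fano factor, the variance over the mean, was 1.04 in both. MIN still fell with the mean across genes (Spearman -0.603 in library 1 and -0.609 in library 2), so a straight line did not remove the whole effect of the mean. The order of genes by MIN, the lowest values included, therefore partly follows the mean. With a lowess trend, MIN hardly followed the mean (Spearman -0.021 and -0.018), and its Spearman correlation between libraries was 0.549. Part of the rank agreement of 0.848 may thus come from the mean.

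**Figure D4:**
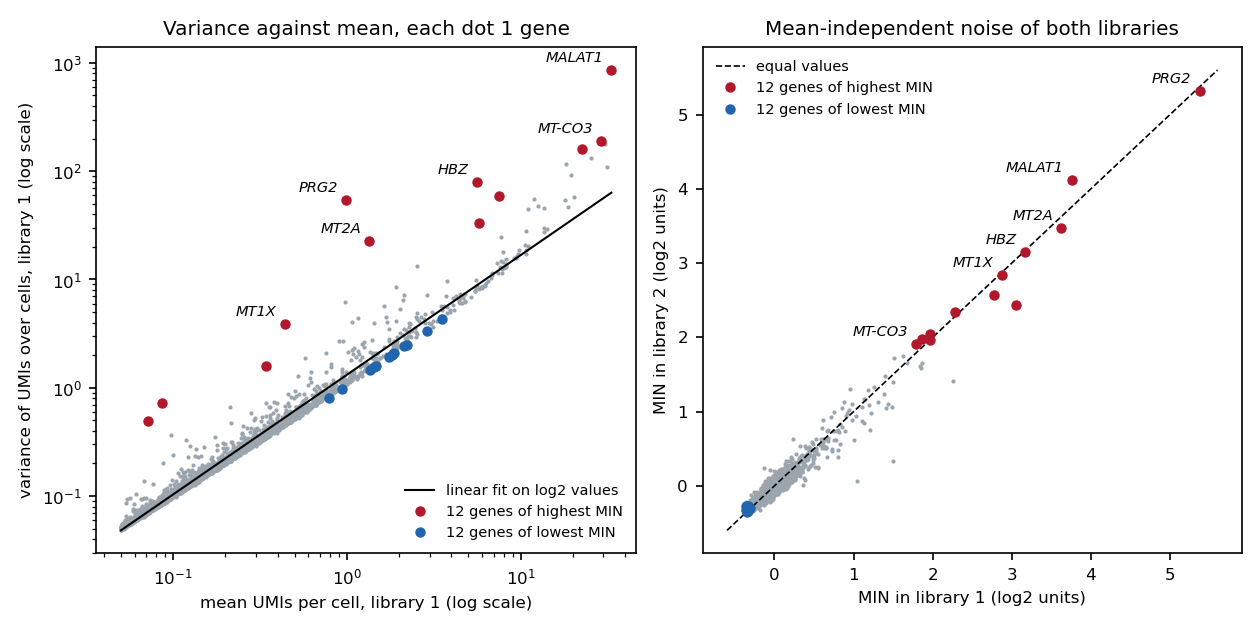
The left panel plots the variance of UMIs over cells against the mean in library 1 with the fitted line, and the right panel plots MIN in library 2 against library 1, with 1 point for each of 4904 genes. PRG2 (5.35), MALAT1 (3.94) and MT2A (3.55) have the highest mean MIN of both libraries.

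Lists were placed among 10000 random lists of the same size and like mean. Genes of the mitochondrial genome had a median MIN of 1.15 in library 1 and 1.30 in library 2, globins 0.73 and 0.91, G2/M genes 0.25 and 0.16, replication histones 0.19 and 0.15, immediate early genes 0.21 and 0.18, stress response genes 0.15 and 0.23, endoplasmic reticulum chaperones 0.18 and 0.15, and cholesterol synthesis genes 0.06 and 0.04. Each of these 8 lists lay at the 100th percentile in both libraries. Nuclear genes of oxidative phosphorylation lay at percentile 0 in both, with medians of -0.20 and -0.19. Ribosomal proteins lay within the random range, at percentiles of 34.9 and 74.5 with medians of -0.06 and -0.03. Random lists were drawn from all genes of a bin, the ribosomal genes included, so this placing is a weak comparison for them. Bins held equal numbers of genes, so the bin of the highest means was wide. In library 1, MIN was 0.24 for RPS23 at 14.2 UMIs per cell and 0.88 for RPS18 at 31.4. The placing of mitochondrial genes such as MT-CO2, at 30.7 UMIs per cell there, may therefore partly follow the mean. When variance was taken only over cells with a UMI of the gene, the mitochondrial genome was at -2.83 and the oxidative phosphorylation list at 0.95, the opposite of the values above. MIN followed the mean in that setting, so these values are no firm sign of opposite noise.

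In the reported setting 6 genes differed in noise between the substates, but seeds 2, 3 and 4 gave 48, 39 and 60, so this count was not stable. PRG2 was noisier in CD24-high cells by 2.90 (SE 0.09, adjusted p = 0.00172, limma with Benjamini-Hochberg adjustment). Over other settings this difference lay between 0.27, for cells with a CD24 UMI against cells with none, and 3.72, and it no longer passed in limma at a minimum mean of 0.2 UMI. HBZ (-1.40), MT1X (-1.10), HBG2 (-0.84) and HBG1 (-0.76) had lower MIN there, each with an adjusted p of 0.00536 in limma, as had ARL6IP1 (-0.73, adjusted p = 0.00913, limma), a membrane protein of the endoplasmic reticulum that also led the mitotic cluster 6. These were the 6 genes past the threshold among 2638 tested, and 151 had an unadjusted p below 0.05. Expression of HBZ (-3.67), MT1X (-2.25) and HBG2 (-2.19) was also much lower in CD24-high cells on the log2 scale. HBZ, MT1X, HBG2 and HBG1 were among the leading genes of CD24-low clusters. Their lower MIN was therefore not separated from the mean or from the mix of clusters in each substate. Of 13 genes of the mitochondrial genome, 0 passed over all genes, but 9 were less noisy and 0 noisier when adjusted over the list alone. Their median differences were -0.22 in library 1 and -0.17 in library 2. The median difference over genes was -0.0060 in library 1 and -0.0013 in library 2, and it had no fixed sign over other settings. The count was 36 without the library block and between 0 and 101 over all settings. HBZ, HBG2 and HBG1 were noisier in CD24-high cells in 3 of those settings, at 1.76, 1.90 and 1.57 when only cells with a UMI entered. MT1X no longer passed in 5 other settings and changed direction in 1.

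Noise of endogenous genes was also compared between phases of the cell cycle, leaving out the genes of the S and G2/M lists. Over 2343 genes, the median MIN of library 1 was -0.0062 in G1, -0.0352 in S and -0.0141 in G2/M, and that of library 2 was -0.0045, -0.0309 and -0.0152. S phase was thus lowest in both libraries, by -0.0277 against G1 (SD 0.0018, n = 2) and by -0.0184 against G2/M (SD 0.0038, n = 2). The difference from G2/M was 0.00809, the other direction, when only cells with a UMI of the gene entered.

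Libraries 1 and 2 were compared to see how far flasks of the same pool differed. GAGE1, a cancer-testis antigen with near-identical copies, was higher in library 2 by 0.62 on the log2 scale, and APH1A (0.50), a subunit of gamma-secretase, HBA2 (0.49), PELP1 (0.49), a nuclear receptor coregulator, and LINC02573 (0.46) followed. MTRNR2L10, a copy of mitochondrial ribosomal RNA in the nuclear genome and so uncertain, was lower in library 2 (-0.58), as were PSMC4 (-0.53), a proteasome subunit, and the histones HIST2H2AC (-0.52), HIST1H1D (-0.51) and HIST1H2AH (-0.49). The median ratio was -0.27 for replication histones and 0.14 for globins. Of 5490 genes with at least 20 CPM in both libraries, 0 differed by more than 2-fold and 1 by more than 1.5-fold, with a Pearson correlation of 0.996 across genes. With 1 library on each side these differences have no replicate check. A chi-square of 8.78 per gene over 15322 genes showed that the libraries differed by more than counting error of UMIs and were not the same library deposited again. UMIs of a cell are not independent, so different cells drawn from the same pool can also exceed counting error.

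Because each clone carries its own integrations, genes high in few cells were sought. MT1E was the only gene with UMIs in 0.3% to 5% of cells and a mean of at least 3 UMIs in them: it was seen in 96 cells (2.12%) of library 1 with a mean of 3.40 UMIs and in 109 cells (2.45%) of library 2 with a mean of 3.34 UMIs. The pool is 1 cell line, so no cell type that lacks MT1E was at hand to measure background. Other limits gave 0 to 5 genes, and without thinning these were PRG3, MT1G, MT1E, CCL2 and MT1H.

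The study listed 65 genes with reporters integrated in their bodies and compared clones with and without each integration. The clone of each cell was not used here, so only levels over the pool are given. All 65 host genes had UMIs in both libraries and 44 had at least 20 CPM in both, with a median of 33.4 CPM in library 1 and 29.5 CPM in library 2. EIF3E, a translation initiation factor, was the highest, at 622.1 and 644.6 CPM with a MIN of -0.25, followed by MTPN (MIN -0.16) and ACTR2 (MIN -0.14), both regulators of actin filaments. Of 39 host genes with a MIN value, 17 lay above 0 and 22 below, and their medians of -0.03 and 0.00 stood at percentiles 19.0 and 80.7 of random lists. Because MIN fell with the mean, the signs partly follow the level of expression. Between the substates, 5 of 61 host genes rose and 3 fell, as also when adjusted over the list alone. DOCK2 (1.45), an activator of Rac in blood cells, ACTR2 (0.47) and EZR (0.44), a membrane linker of actin, were higher and DEPDC1 (-0.79), a mitotic protein, was lower. The host gene median was 0.08 (camera adjusted p = 0.303, and adjusted p = 0.446 with an estimated correlation) and changed sign in 3 of 18 other settings; the study chose this list on these cells, so it is not independent evidence.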

Values the study reported

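After quality control, the study reported data from 7680 single cells across both replicates, counted over cells with reporter transcripts. It reported 589 identical integration sites in both replicates, 96% of those observed. Between replicates, the reporters gave Pearson correlations that the study quoted as 0.76 for the mean and 0.72 for the noise.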

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

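The wider gap in CD24 between clusters, the cells matched on phase and the list tests outside the planned settings were chosen after seeing the data. The cause of the changes below was not tested unless one is named. Of the 486 values of named genes in tests of expression under other settings, 462 kept their direction and side of the threshold, 9 no longer passed, 3 newly passed and 12 changed direction. With either library left out, all 54 values of named genes kept their direction, as ratios without a test. At the depth and number of libraries used, edgeR recovered 8.70% of simulated genes changed 1.2-fold, so most changes of that size go unseen. Depth itself was not varied in the simulation. DESeq2 recovered 0% of those and 37.1% of genes changed 2-fold, where edgeR recovered 61.2%.

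The CD24-high share (33.0% as reported) was 46.7% without thinning, 43.7% at Leiden resolution 0.5, 39.4% at 2.0, 37.5% without cell cycle, histone and mitochondrial genes, 28.7% for cells with a CD24 UMI, 50.9% with all barcodes, 17.0% with a mitochondrial share of at most 10%, 37.9% without the cells with the most UMIs and 13.1% with the wider gap. With 1 library left out it lay between 30.2% and 39.7%. The G2/M difference (-11.4 points) was -19.2 without thinning, -15.4 without the split, -7.45 at resolution 0.5, -13.8 at 2.0, -9.31 without cell cycle, histone and mitochondrial genes, -13.2 for cells with a CD24 UMI, -21.2 with the lower mitochondrial limit, -12.8 without the cells with the most UMIs, -37.4 with the wider gap and -15.2 to -10.4 with 1 library left out. The pooled G2/M and S differences mix clusters 1 and 5, which go opposite ways. The S difference (-0.980 points) was 4.59 without thinning, -3.32 without the split, 0.799 at resolution 0.5, -5.77 at 2.0, -4.95 with all barcodes, -11.1 with the lower mitochondrial limit, 2.46 without the cells with the most UMIs and -11.9 with the wider gap. The ratio of median UMIs between substates (0.983) was 1.04 at resolution 0.5, 0.900 at 2.0, 0.897 with all barcodes, 0.787 with the lower mitochondrial limit, 1.08 without the cells with the most UMIs, 0.725 with the wider gap and 0.894 to 1.04 with 1 library left out. The G1 to G2/M ratio was 0.654 to 0.718 with 1 library left out.

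The count of differing genes (1418) was 2352 without thinning, 2815 without the split, 722 for cells with a CD24 UMI, 2411 with the wider gap and 235 with DESeq2. Leaving out the split reuses the UMIs that formed the clusters, and it also raises the measured UMIs per cell from 1050 to 2100 and the tested genes from 10274 to 11611, so these causes were not separated. Without the replicate block it was 792, all of them among the 1418, and each named gene kept its direction and side of the threshold. The share of higher genes among calls (53.5%) was 67.5% without TMM and 42.0% without the filter on low counts. MT1G reversed to 0.091 at resolution 0.5, 1.03 at 2.0, 0.45 with all barcodes and 0.47 at seed 4. MT1E reversed to 0.34 without the split, 0.46 at resolution 0.5, 1.06 at 2.0, 0.14 with all barcodes, 0.35 with the lower mitochondrial limit and 0.49 at seed 4. MT1X reversed to 0.41 at resolution 2.0 and 0.11 at seed 4.

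Of 26 lists, 19 passed in camera as reported, 0 with an estimated correlation (2 at an unadjusted p below 0.05), and 14 to 21 under the other settings that reformed the clusters or groups, where 25 or 26 lists were tested. The test with an estimated correlation could hardly pass, since it rested on 1 residual degree of freedom. Some reversals of list medians follow. Over all 18 other settings of the medians, the sign was opposite in 8 for ribosomal proteins, 6 for the mitochondrial genome, 5 for endoplasmic reticulum chaperones and 3 for oxidative phosphorylation. The ribosomal median reversed to 0.035 at resolution 2.0, 0.14 without cell cycle, histone and mitochondrial genes and 0.095 with the wider gap. The mitochondrial genome median reversed to -0.079 at resolution 2.0 and -0.15 without those genes, and the oxidative phosphorylation median to 0.087 without those genes.

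The Pearson correlation of noise between libraries (0.958) was 0.977 at a minimum mean of 0.2 UMI, 0.944 at 0.02, 0.953 with a lowess trend, 0.884 over cells with a UMI of the gene only, 0.944 without thinning and 0.941 with the lower mitochondrial limit. The Spearman correlation (0.848) fell to 0.549 with a lowess trend. Over cells with a UMI only, where MIN rose with the mean, the medians of the mitochondrial genome and oxidative phosphorylation lists reversed to -2.83 and 0.95. The count of genes with differing noise (6) was 101 without the split, 57 at resolution 0.5, 35 at 2.0, 34 without cell cycle, histone and mitochondrial genes, 23 for cells with a CD24 UMI, 55 with all barcodes, 14 with the lower mitochondrial limit, 22 without the cells with the most UMIs, 59 with the wider gap, 47 in cells matched on phase, 0 at a minimum mean of 0.2 UMI, 33 at 0.02, 20 with a lowess trend and 55 over cells with a UMI only. Without the replicate block it was 36, and with seeds 2, 3 and 4 it was 48, 39 and 60. At the minimum of 0.2 UMI, limma tested 628 genes and 61 had an unadjusted p below 0.05. The median difference in noise (-0.00366) was 0.00277 without the split, 0.0109 at resolution 2.0, 0.00384 without cell cycle, histone and mitochondrial genes, -0.0124 for cells with a CD24 UMI, 0.0137 with all barcodes, 0.00220 with the lower mitochondrial limit, -0.00918 without the cells with the most UMIs, 0.00646 with the wider gap and 0.0192 over cells with a UMI only. It was -0.00604 to -0.00128 with 1 library left out.

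Of the values of the genes named for noise, 88 stayed the same, 10 no longer passed, 10 changed direction and 9 without a test moved. The noise difference reversed without cell cycle, histone and mitochondrial genes, with all barcodes and over cells with a UMI only: to 0.066, 0.25 and 1.76 for HBZ, to 0.33, 0.44 and 1.90 for HBG2 and to 0.34, 0.36 and 1.57 for HBG1. That of MT1X reversed to 0.18 over cells with a UMI only. The noise of S against G1 (-0.0277) was -0.0116 over cells with a UMI only, -0.0223 with a lowess trend, -0.0197 at a minimum of 0.02 UMI, -0.0550 at 0.2 and -0.0289 to -0.0264 with 1 library left out. That of S against G2/M (-0.0184) was 0.00809, the other direction, over cells with a UMI only, -0.0118 with a lowess trend, -0.0140 at 0.02 UMI, -0.0311 at 0.2 and -0.0211 to -0.0157 with 1 library left out. The correlation of the libraries was 0.995 in thinned cells. Genes high in few cells numbered 0 at a mean of at least 5 UMIs, 4 in 0.1% to 10% of cells and 5 without thinning.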

Other observations

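A small group of cells carried most of the PRG2 transcripts. Cells with at least 3 UMIs of PRG2 in the clustering part made up 3.95% of library 1 (interval 3.40% to 4.55%) and 3.21% of library 2 (interval 2.71% to 3.77%), and they held 62.0% and 56.3% of the PRG2 UMIs of the measuring part. The top 1% of cells held 46.4% and 45.2% of all PRG2 UMIs. CLC, the Charcot-Leyden crystal protein of eosinophils, was at 579.9 CPM in these cells of library 1, where cells without PRG2 had 0, and at 253.1 against 1.51 CPM in library 2. PRG3, the neighbouring homologue of PRG2, was at 186.2 CPM in library 1, again against 0, and at 113.2 against 0.504 CPM in library 2. The myeloid genes LST1 (122.4 against 10.8 CPM in library 1), MS4A3 (228.8 against 60.5) and TCN1 (170.3 against 32.8), a cobalamin carrier of neutrophil granules, were higher as well, and MT1X (69.2 against 220.3) was lower. CD24-high cells made up 45.8% of the PRG2 cells of library 1 and 37.1% in library 2, against 33.9% and 32.0% of cells without PRG2. These genes were chosen after their values were seen, and no test was made with cells as the unit.

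A second group carried metallothioneins, small proteins that bind zinc and copper. Cells with at least 3 UMIs of MT2A in the clustering part made up 7.87% of library 1 (interval 7.10% to 8.69%) and 7.43% of library 2 (interval 6.68% to 8.24%), and 50.1% and 45.6% of them lay in cluster 8. MT1X was at 1857 against 38.9 CPM in library 1 and 1870 against 40.8 CPM in library 2, and MT1E, MT1G and MT1H were higher too. CD24-high cells were rare in this group, at 9.80% and 9.06% against 36.8% and 34.3% of cells without MT2A. PRG2 was lower, at 165.4 against 509.1 CPM in library 1 and 158.2 against 453.4 CPM in library 2. All cells of cluster 8 counted as CD24-low, because the rule assigned whole clusters. At resolution 2.0, MT1G (1.03), MT1E (1.06) and MT1X (0.41) were higher in CD24-high cells on the log2 scale. The low share of CD24-high cells thus partly reflects the side on which that cluster fell. Counts within the metallothionein family are uncertain because its copies are near-identical.

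Of the tests that follow, those on cells matched on phase and the one on chance barcodes were chosen after the results were seen. The design holds 1 group, so no biological explanation was tested for any of these patterns.

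The substates differed in phase, with clusters 1 and 5 of the CD24-high cells on opposite sides, so unequal phases might have produced their expression differences. In cells matched on the phase called from the clustering part, the fold changes of 1355 called genes had a slope of 0.974 (interval 0.958 to 0.991) on the values before matching, but G2/M shares called from the measuring part still differed by -5.41 points in library 1 and -6.45 in library 2. In cells matched on the calls of both parts, where these shares were equal, the slope over 1418 called genes was 0.973 (interval 0.962 to 0.983), which argues against phase, as called here, as the whole cause. Without the 5% of cells with the most UMIs, the slope was 1.02 (interval 1.018 to 1.026), but these cells held only 6.13% of the UMIs and doublets of ordinary depth stayed in, so this test excludes nothing. Doublets and what separates the substates stay open.

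The libraries shared 119 barcodes, and 109 of them had at least 20 times as many UMIs in library 2, against 0 the other way. That share of 91.6% lay far outside the range of random pairs (0% to 1.68%), which argues against chance reuse of barcodes. The profile in library 1 resembled its own partner in library 2, at a mean percentile of 92.4 (interval 89.6 to 95.2) among the other partners. This is consistent with molecules of library 2 counted under the index of library 1 at a median of 3.65% of the partner's UMIs. These barcodes held a median of 555 UMIs in library 1 and 15367 in library 2, and 1 of the library 1 copies passed the cell filter and 0 entered the thinned cells.

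The S share of CD24-high cells rose above that of CD24-low cells without thinning, which is the direction the study reported. Phases called on all UMIs of the same cells gave a difference of -2.48 points in library 1 and -0.300 in library 2, which argues against the depth of the phase call as the cause. Clusters made without thinning, with phases called at equal depth, gave 4.35 points in library 1 and 9.24 in library 2, so a candidate explanation is that other cells are called CD24-high when depth is not equal.

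The study's count of cells is of cells with reporter transcripts, and the files held 11882 barcodes, of which 11011 passed the filter used here. These are different populations with different denominators. The correlations quoted from the study are of reporters and those given here of endogenous genes, so they are not values of the same measure.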
